A study of Mus musculus with 9 samples.

How the data were processed

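The series holds RNA sequencing of bone marrow cells from FVB/NJ mice, an inbred laboratory strain, in 9 libraries of 3 groups with 3 libraries each. Per the labels, the groups are hematopoietic progenitor cells (HPC) of wild-type mice at postnatal day 42, leukemic progenitors (LP) of PML-RAR mice in the early phase, and LP of PML-RAR mice in the median phase. The cells were sorted, per the series' design text, and the sorting markers are not given in the sources used here. Per the labels' protocols, RNA was extracted with Trizol and libraries were made with the Illumina TruSeq RNA kit from total RNA, and sequencing was on an Illumina HiSeq. TopHat2 version 2.0.6 and the mouse build mm10 are named in the submitters' processing notes. The program that quantified transcripts, its settings, the annotation release and the use of strand are not given in the sources used here. No label gives a batch, a date or a shared litter.

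The deposited table lists 21388 RefSeq transcripts, of which 19879 have coding (NM) and 1509 non-coding (NR) accessions, with their length in bases, FPKM and estimated counts per library, per the file headers. The FPKM (fragments per kilobase of transcript and 1 M fragments) and the estimated counts were made by the authors, with 1 column of each per library and no pooling. The deposited estimated counts are not whole numbers. Their ratio to FPKM and length had a median of 27.0 to 27.4 M (mega) in every library, so both units share the authors' scaling to a common library size. Low values of the estimated counts were whole multiples of 1 step per library, between 0.867 and 1.23, and division by that step gave recovered fragments. Of the values up to 50 steps from single-transcript genes, 90.8 to 92.3% were whole within a tolerance of 0.05 after that division. The recovered depth was 20.6 to 28.4 M fragments per library, against deposited totals of 21.9 to 25.8 M. The gene with the most counts took 1.23 to 3.83% of a library and the top 10 took 5.11 to 10.5%.

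Transcripts were summed by gene symbol to 16537 genes, and 2584 of these lie in a locus that the table shares with at least 1 other gene. Of the transcripts, 21002 matched the RefSeq annotation of GRCm38.p6, the patch release of mm10, by accession, and 20979 of these lay on the same chromosome. Coordinates are the deposited ones on mm10, whose starts count from 0, raised by 1 so that they count from 1. GC content was taken from the same reference. No column of per-sample values was left unused.

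The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited estimated counts, rounded to whole numbers, with TMM scaling and the filterByExpr filter by group. It kept 12837 genes and left out 3700. All 9 libraries entered 1 fit with 1 coefficient per group and no covariate, which gave a common biological coefficient of variation of 9.81%. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Levels are counts per 1 M counts (CPM) with the TMM scaling, and fold changes are on the log2 scale with a standard error (SE). The design held a branch for counts and another for FPKM, since the unit was not known in advance. Because the table holds both, the branch for counts was taken. The fit had first been run on recovered fragments, and the switch to the counts as deposited was made after those results had been seen. That fit remains as an alternative and called 4539 genes higher and 4869 lower in early LP against HPC, 4633 and 4864 in median LP against HPC, and 186 and 123 in median against early LP.

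Where every library of a group was at 0, a change is given as a lower bound against 3 recovered fragments over the group. Where a group held 1 to 3 fragments, the ratio is given with an exact 95% counting interval. Where both groups held 3 fragments or fewer, no fold is given.

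Before the data were examined, 31 gene lists were fixed, among them lists of stem cell, primary granule, secondary granule, monocyte, erythroid, megakaryocyte, basophil, B cell, T and NK cell, dendritic cell and stromal markers, of DNA replication, mitosis, p53 targets, interferon response, NF-kB, MHC class I, retinoic acid, Hox, immediate early, glycolysis, oxidative phosphorylation, Myc, ribosomal protein and unfolded protein response genes, and of the BCL2 family, adhesion, immune checkpoint, growth factor, antioxidant and histone modifier genes. The design, the comparisons and the rule for named genes were fixed at the same time. Lists were tested with camera (limma 3.58.1) with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 31 lists of a comparison. The rule named the 12 largest changes in each direction among called genes with a mean of at least 5 CPM in the higher group and no overlap between groups, leaving out predicted genes, and up to 4 members of each list with the smallest adjusted p. It also named Pml and Rara, and Xist and 4 Y-linked genes as a check of sex, of which the Y-linked genes were not analysed here. Some genes that the rule names are not reported here. Chromosome medians were taken over the genes with a mean of at least 5 CPM.

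The alternatives were other filters, scalings, pseudocounts, thresholds and tools, among them DESeq2 1.42.0 and limma on log2(FPKM + 1), the replicate number as a block, and leaving out each library. The limma fit on log2(FPKM + 1) without further scaling, a block for transcript length and gene lists without Chi3l3 were added after the data had been seen. The replicate libraries of each group differed by more than counting noise, with a chi-square per degree of freedom of 6.08 to 107, so none was treated as a duplicate.

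The steps were tested on simulated counts of 12837 genes with 50 genes changed at each of 4 sizes and 25 more raised 1.5-fold as a list. At planted changes of 1.25-fold, 1.5-fold, 2-fold and 4-fold the test recovered 16, 54, 90 and 100% in early LP against HPC, 10, 70, 92 and 100% in median LP against HPC, and 20, 74, 100 and 100% in median against early LP. It made 10, 5 and 13 false calls among the other 12612 genes. In a fit of the real LP libraries alone, a split that mixed early and median LP called 355 genes. Of these, 340 were higher in the libraries in which long transcripts were higher. The simulated rates may therefore not carry over to deviations that many genes share in the real libraries. Recovery is not given by level, so it may not hold for genes near the floor. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used to read the table.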

Results

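RNA was sequenced from sorted bone marrow cells of FVB/NJ mice in 9 libraries, 3 per group. The first group was made of hematopoietic progenitor cells (HPC), the immature cells that give rise to blood, taken from wild-type mice at postnatal day 42. The others were leukemic progenitors (LP) from mice with PML-RAR, the fusion of the promyelocytic leukemia protein and retinoic acid receptor alpha that is found in acute promyelocytic leukemia, in the phases that the labels call early and median. Depth was 20.6 to 28.4 M (mega) recovered fragments per library. Levels are given as means ± SD of n = 3 libraries in CPM (counts per 1 M counts) of the deposited estimated counts. The labels do not say that the 3 libraries of a group came from separate animals, so the p-values measure the spread between these libraries, which can be technical. Intervals and floors cover counting error only. Log2 CPM of libraries of the same group correlated across genes at r = 0.990 to 0.995, those of early with median LP at 0.986 to 0.990, and those of LP with HPC at 0.776 to 0.806.

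The genes behind the fusion, Pml and Rara, were named as a check of the labels. The table does not list the fusion itself, so their levels cannot decide whether the labels are right. Pml (mm10, chromosome 9, 58217180 to 58249786) stood at 105 ± 1.89 CPM in HPC, 66.8 ± 2.98 in early LP and 64.3 ± 2.94 in median LP, and it fell by 0.65 (SE 0.06) and by 0.70 (SE 0.06) on the log2 scale against HPC. Its entry in the table carries 2 gene identifiers. Rara (chromosome 11, 98937696 to 98974942) stood at 5.21 ± 0.206, 3.36 ± 0.147 and 2.44 ± 0.559 CPM, and fell by 0.63 (SE 0.17) and by 1.09 (SE 0.17). Neither gene differed between the LP groups past the threshold (adjusted p = 0.696 and 0.229). Xist, the RNA that silences an X chromosome in female cells, was present in every library at 465 to 2644 CPM. It fell by 1.85 (SE 0.38) in early LP and by 0.98 (SE 0.37) in median LP against HPC. Its locus is shared with another gene, and within each group its level was higher in the libraries in which long transcripts were higher. With that split as a block, a test chosen after the data had been seen, it fell by 1.40 and fell by 0.89. In the main test the call for median LP had an adjusted p of 0.0299 and ended when median LP 1, HPC 1 or HPC 2 was left out (adjusted p 0.109 to 0.114, with 0.000482 as the lowest over the leave-outs), and after upper quartile scaling of FPKM (0.0507).

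The comparison of early LP with HPC asks how leukemic progenitors differ from normal progenitors of the bone marrow when the disease is at its early phase. No postnatal day is given for the LP, and no sorting markers for any group. Both comparisons with HPC therefore cannot separate leukemia from age or from the mix of cells that was sorted. Early LP held little RNA of Cd34, the surface sialomucin of stem and progenitor cells, at 3.49 ± 0.294 CPM against 272 ± 32.6 in HPC. Eng, an accessory TGF-beta receptor of stem cells, stood at 1.15 ± 0.155 against 110 ± 8.01 CPM. Car2, the carbonic anhydrase of red cell precursors, stood at 4.84 ± 0.656 against 941 ± 40.0 CPM, and Klf1, the erythroid transcription factor, at 0.648 ± 0.0734 against 129 ± 14.7. Ctsg, the granule protease cathepsin G, rose from 1028 ± 77.9 to 6241 ± 346 CPM, and Hp, haptoglobin, which neutrophil precursors store in granules, from 186 ± 31.1 to 2589 ± 220. Of 12837 genes tested, 4530 rose and 4869 fell (73.2%), of which 1999 and 1829 changed at least 2-fold.

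The largest increases among genes with at least 5 CPM in the higher group included Thbs4 (chromosome 13, 92751586 to 92794818), a thrombospondin of the extracellular matrix. It reached 4778 ± 182 CPM against 4.02 ± 4.61, a log2 increase of 10.22 (SE 0.65), or 11.78 without HPC 2, the library with most of the HPC signal. Iqca (chromosome 1, 90042132 to 90153401) stood at 128 ± 2.12 CPM, a ratio of 5026 (95% interval 1391 to 41507). Steap2, a metalloreductase, stood at 84.5 ± 0.659 CPM (ratio 2225, 761 to 10793). Morc1 and Tex19.1, both known from the male germ line, stood at 75.3 ± 3.15 CPM (ratio 1976, 676 to 9584) and 21.7 ± 1.61 CPM (ratio 1696, 304 to 67038). Ces2c, a carboxylesterase, was at least 246-fold higher, Cldn23, a claudin, at least 234-fold, the dipeptidase Dpep3 at least 191-fold, Adamtsl3, a secreted matrix protein, at least 177-fold, and Il3, the cytokine interleukin 3, at 5.37 ± 0.462 CPM, at least 140-fold. Chi3l4, a chitinase-like gene, was called at a log2 change of 10.28 (SE 2.13), yet its levels in early LP 1 to 3 were 9.23, 563 and 7.08 CPM, and the log2 change was 5.72 without early LP 2. The reads of Chi3l4 are hard to tell from those of its near-identical neighbour Chi3l3.

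The largest decreases included Hoxa9 (chromosome 6, 52224054 to 52227370), a homeobox factor of stem and progenitor cells, at 0.0145 ± 0.0251 CPM against 9.76 ± 1.64 (ratio 654 in favour of HPC, 117 to 25857). Pklr, the pyruvate kinase of liver and red cells, fell by 8.35 (SE 0.12) on the log2 scale from 107 ± 5.83 CPM, Trib2, a pseudokinase, fell by 8.42 (SE 0.17) from 79.1 ± 5.98, and Tspan33, a tetraspanin, fell by 8.52 (SE 0.17) from 69.3 ± 1.96. Prelid2 also fell by 8.52 (SE 0.36), a size that rests on early LP 2, the only library of its group with a count. AI854703 was at least 118-fold lower. Sh2d4a (ratio 1273, 228 to 50316), Bmp1, a procollagen proteinase (638, 114 to 25225), Tspan6 (499, 89.2 to 19734), Chst10, a sulfotransferase (388, 107 to 3212), Spon2 (383, 106 to 3163) and Clca1 (359, 99.1 to 2969) were lower in early LP by those ratios in favour of HPC. These ratios rest on 1 or 2 fragments in early LP.

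Markers of the stem and multipotent progenitor list fell, with 22 of 24 tested members lower, 1 higher and 1 not called (camera adjusted p = 8.24e-19, and adjusted p = 0.110 with an estimated correlation). Besides Cd34, which fell by 6.28 (SE 0.13) on the log2 scale, and Eng, which fell by 6.56 (SE 0.11), they included Cd48, a receptor of the SLAM family, which fell by 6.11 (SE 0.13), and Sox4, a transcription factor of immature cells, which fell by 6.83 (SE 0.20). In the Hox cluster and cofactor list 12 of 14 members were lower and 2 higher (adjusted p = 0.000168, and adjusted p = 0.0757 with an estimated correlation). Meis1, the cofactor of Hox proteins in stem cells, fell by 7.51 (SE 0.24). Meis2, a relative of Meis1, was higher, at 6.33 ± 0.0390 CPM against 0.0279 ± 0.0242 (ratio 250, 68.7 to 2070).

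The erythroid, megakaryocyte, basophil and dendritic lists were lower as well. All erythroid genes but 1 were called lower, 22 of 23, and all 23 with p adjusted over the list alone. Their median log2 change was -7.22, or -7.00 with genes at 0 set to their bound, and the camera call (adjusted p = 1.60e-31) held with an estimated correlation (adjusted p = 0.00641). Ermap, a red cell membrane protein, fell by 7.86 (SE 0.17), Klf1 fell by 7.62 (SE 0.14), Car2 fell by 7.60 (SE 0.11) and Ank1, an ankyrin of the red cell skeleton, fell by 7.54 (SE 0.13) on the log2 scale. Among megakaryocyte and platelet genes 13 of 16 were lower and 1 higher (adjusted p = 5.85e-06, and adjusted p = 0.264 with an estimated correlation). Itga2b, the platelet integrin CD41, fell by 5.51 (SE 0.18), Gp5 fell by 6.85 (SE 0.26), Nrgn fell by 5.18 (SE 0.27) and Pf4, platelet factor 4, fell by 5.50 (SE 0.29). Of the basophil, mast cell and eosinophil genes 14 of 17 were lower and 1 higher (adjusted p = 0.00375, and adjusted p = 0.492 with an estimated correlation). Il1rl1, the receptor of interleukin 33, fell by 6.18 (SE 0.19) and Cpa3, the mast cell carboxypeptidase, by 5.37 (SE 0.22), while Mcpt8, a basophil protease, rose by 1.17 (SE 0.11). Of the dendritic cell and MHC class II genes 11 of 13 were lower and 2 higher (adjusted p = 0.00689, and adjusted p = 0.492 with an estimated correlation). Flt3, a cytokine receptor of multipotent progenitors and dendritic cells, fell by 5.84 (SE 0.20) from 77.0 ± 16.1 CPM, Cd74, the invariant chain of class II molecules, by 2.93 (SE 0.24), and Zbtb46 was lower by a ratio of 289 (98.6 to 1404) in favour of HPC.

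Genes of the promyelocyte stage were higher. In the primary granule list 16 of 19 members rose, 1 fell and 2 were not called (adjusted p = 5.52e-05, and adjusted p = 0.492 with an estimated correlation). Hp rose by 3.80 (SE 0.13), Ctsg by 2.60 (SE 0.09), Cst7, a cystatin, by 1.71 (SE 0.08) and Ms4a3, a membrane protein of granulocyte and monocyte progenitors, by 1.61 (SE 0.08). Mpo, myeloperoxidase, named here after its values had been seen, stood at 21887 ± 1720 CPM in early LP, 16903 ± 614 in median LP and 9094 ± 484 in HPC. The unfolded protein response list had 22 of 24 members higher and 1 lower, or 2 lower adjusted over the list alone (adjusted p = 7.70e-07, and adjusted p = 0.264 with an estimated correlation). Chac1, a glutathione-degrading enzyme induced by stress, rose by 4.60 (SE 0.21), Atf5, a stress transcription factor, by 2.28 (SE 0.09), Herpud1, a factor of protein degradation at the endoplasmic reticulum, by 2.25 (SE 0.09) and Creld2 by 1.75 (SE 0.08). Glycolysis and hypoxia genes rose in 22 of 29 cases and fell in 3 (adjusted p = 0.000258, and adjusted p = 0.492 with an estimated correlation), with Slc16a3, a lactate exporter, up by 3.10 (SE 0.11), Pfkp, a phosphofructokinase, by 1.71 (SE 0.07) and Egln3, an oxygen sensor, by 1.71 (SE 0.07), while Hk1, a hexokinase, fell by 1.64 (SE 0.07). In the Myc and ribosome biogenesis list 27 of 30 members fell and 2 rose (adjusted p = 0.00800, and adjusted p = 0.559 with an estimated correlation). The changes were smaller there, with Rrp12 down from 98.9 ± 4.84 to 53.8 ± 1.87 CPM and C1qbp from 320 ± 22.8 to 161 ± 7.57.

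The other 21 lists were not called (adjusted p 0.127 to 0.976). Several of them had members that went both ways. Among 24 secondary granule and neutrophil genes 12 were higher and 5 lower, with Il1r2, a decoy receptor of interleukin 1, up by 5.48 (SE 0.19) and Cd177 by 3.37 (SE 0.16). Chi3l3, a member of that list, stood at 40517, 0 and 39246 CPM in early LP 1 to 3 and at 404 to 699 in HPC. Among 20 monocyte genes 10 were higher and 8 lower, with Ly6c2, the Ly6C antigen, up by 3.65 (SE 0.10) and Irf8, a transcription factor of monocytes and dendritic cells, which fell by 4.88 (SE 0.13). Of 15 B cell genes 3 were higher and 7 lower. Igll1, the surrogate light chain of pre-B cells, rose from 0.745 ± 0.396 to 207 ± 11.3 CPM, and Vpreb1 rose by 3.53 (SE 0.23), whereas Dntt, the terminal transferase of lymphoid progenitors, fell by 6.47 (SE 0.21) and Cd79b by 5.62 (SE 0.25). In the T and NK cell list 1 of 7 was higher and 3 lower, among them Cd4, which fell by 6.31 (SE 0.37), or by 7.42 without early LP 2. Of 11 stromal and endothelial genes 5 were higher and 6 lower. Spp1, osteopontin, rose by 7.31 (SE 0.15) to 521 ± 34.1 CPM and Fn1, fibronectin, by 5.38 (SE 0.25), while Apoe fell by 4.36 (SE 0.14). The median of that list was -0.96 and its mean -0.20, although camera placed it up. The mitosis list had 22 of 30 genes lower and 1 higher, DNA replication 16 of 30 lower and 5 higher, oxidative phosphorylation 19 of 31 lower and 4 higher, and cytosolic ribosomal proteins 30 of 35 lower and 0 higher. Of the p53 targets 11 of 25 were higher and 7 lower, with Fas, the death receptor, up by 5.05 (SE 0.15). The interferon list had 11 of 29 higher and 13 lower, NF-kB 11 of 24 higher and 6 lower, MHC class I 11 of 21 higher and 2 lower, and immediate early genes 9 of 26 higher and 8 lower, with a median of -0.31 and a mean of 0.0048.

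**Figure D1:**
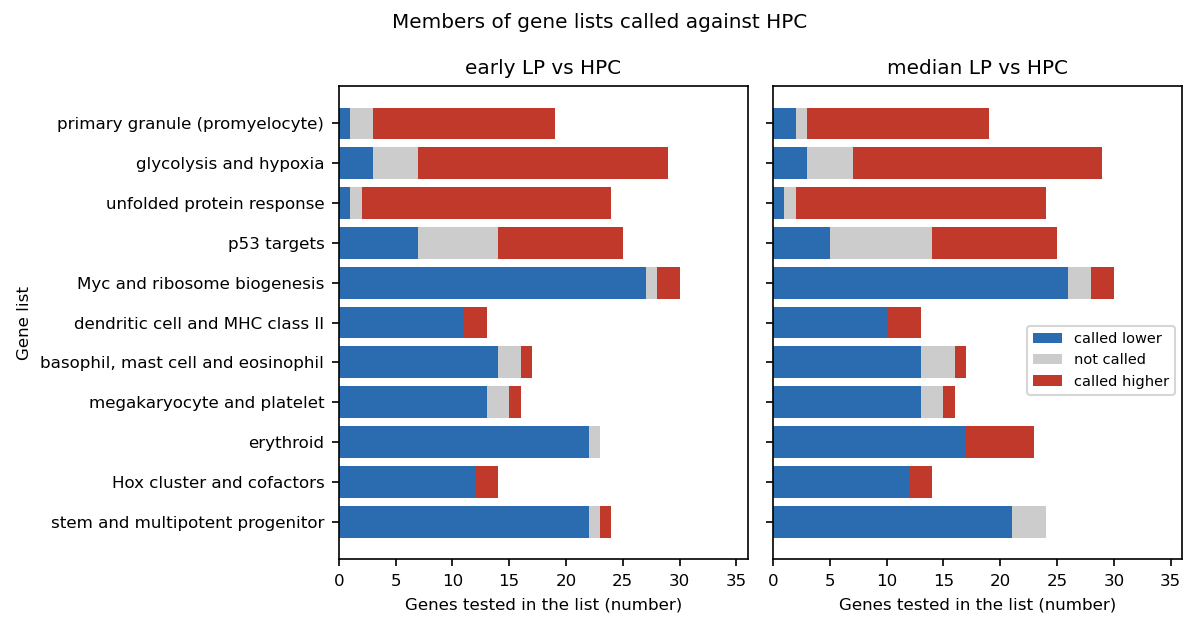
Stacked bars show the number of tested genes (horizontal axis) of 11 gene lists that were called lower (blue), not called (grey) or called higher (red) in early LP (left) and median LP (right) against HPC, at an adjusted p under 0.05 in edgeR. In early LP 22 of 23 erythroid genes were lower and 22 of 24 unfolded protein response genes higher.

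Calls in this comparison came from edgeR's quasi-likelihood test, and 74.7% of the genes had groups that did not overlap, where chance gives 10%. Of the named genes, Ces2c, Cldn23, Dpep3, Sh2d4a, Hp, Irf8, Klf1, Ank1 and Herpud1 lie on chromosome 8 and Ly6c2 and Creld2 on chromosome 15, whose genes had a median log2 change of 0.56 on both chromosomes. Eng, Cd34, Il1r2, Hk1, Pfkp, C1qbp and Atf5 lie in loci that the table shares with other genes and are uncertain where reads overlap. Markers of red cell precursors, platelets, basophils and dendritic cells fell together, with Car2, Itga2b, Cpa3 and Flt3 at 941, 72.1, 55.1 and 77.0 CPM in HPC and at 4.84, 1.58, 1.32 and 1.34 in early LP. Fewer such cells in the LP sort could give this, as could a change within cells, and neither was tested.

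The comparison of median LP with HPC asks the same question at the later phase. Median LP also held little Cd34 and Eng RNA, at 1.44 ± 0.323 and 0.431 ± 0.0148 CPM, and carried 4900 ± 248 CPM of Ctsg and 2225 ± 118 of Hp. Car1, a carbonic anhydrase of erythroid progenitors, stood at 1.67 ± 0.276 CPM against 1577 ± 203 in HPC, so it fell by 9.88 (SE 0.20) on the log2 scale. Nt5e, the surface enzyme CD73 that makes adenosine, rose from 1.21 ± 0.233 to 252 ± 10.5 CPM. Of 12837 genes 4624 rose and 4845 fell (73.8%), of which 2082 and 1859 changed at least 2-fold, and 75.7% of the genes had groups that did not overlap.

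Many of the largest changes were shared with early LP. Iqca (ratio 5572, 1542 to 46019), Steap2 (2524, 863 to 12244) and Morc1 (1732, 592 to 8402) were higher by those ratios. Cldn23 was at least 388-fold, Ces2c at least 313-fold, Dpep3 at least 170-fold and Il3 at least 158-fold higher. Csn2 (chromosome 5, 87692624 to 87699421), the milk protein beta-casein, reached 92.9 ± 33.2 CPM (ratio 3674, 1017 to 30344). Fst (chromosome 13, 114452262 to 114458730), follistatin, an inhibitor of activins, rose by 10.40 (SE 0.16) to 136 ± 15.5 CPM, and Nov (chromosome 15, 54745928 to 54753761), a matricellular protein of the CCN family, by 10.23 (SE 0.31) to 858 ± 120 CPM, or by 11.13 without HPC 2. Chi3l4 was called at 11.35 (SE 2.14) and stood at 405 ± 55.3 CPM. It stood at 351 to 563 CPM in the 4 LP libraries where the near-identical Chi3l3 is listed at 0, and at 9.23 and 7.08 in the 2 where Chi3l3 stood at 40517 and 39246, so these values are uncertain.

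The largest decreases had Pklr, Spon2 and Tspan6 in common with early LP. Pklr fell by 10.45 (SE 0.15). Grb10 (chromosome 11, 11930499 to 12037420), an adaptor that restrains growth factor receptors, went from 73.3 ± 10.2 to 0.0422 ± 0.0414 CPM (ratio 1791 in favour of HPC, 613 to 8688). Spon2 was at least 283-fold, Pm20d2 at least 212-fold, Tspan6 at least 184-fold, Zfp521, a zinc finger factor of progenitors, at least 178-fold, Gdf3, a TGF-beta family ligand, at least 173-fold, Tmem246 at least 149-fold, Lmcd1 at least 144-fold, Ispd, an enzyme of dystroglycan glycosylation, at least 142-fold and St6galnac3, a sialyltransferase, at least 140-fold lower. Chi3l3, the chitinase-like protein Ym1 of myeloid cells, was called lower (adjusted p = 0.00608). It is listed at 0 in all 3 median LP libraries and at 699, 404 and 477 CPM in HPC 1 to 3, and no fold is given, because early LP 2 is listed at 0 beside 40517 and 39246 CPM in the other libraries of its group.

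**Figure D2:**
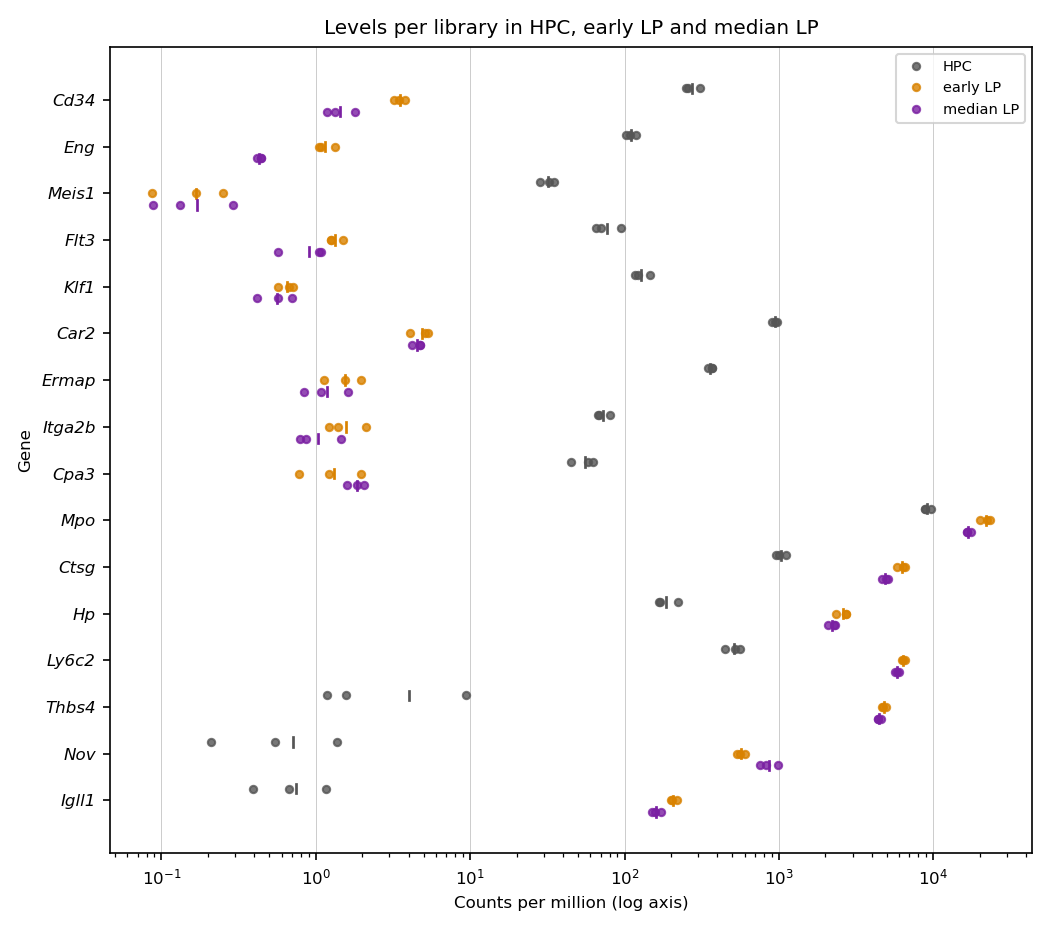
Points show the level of 16 genes in each library of HPC (grey), early LP (orange) and median LP (purple) in CPM on a log axis, with the mean of 3 libraries as a tick. Cd34, at 272 CPM in HPC, lies near 3.49 in early and 1.44 in median LP, while Thbs4 lies near 4778 CPM in early LP and 4.02 in HPC.

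The same stem cell and lineage lists were lower in median LP. In the stem list 21 of 24 genes fell and 0 rose (adjusted p = 4.18e-19, and adjusted p = 0.131 with an estimated correlation), with Cd34 down by 7.56 (SE 0.15) and Eng by 7.98 (SE 0.12). The Hox list again had 12 of 14 genes lower and 2 higher (adjusted p = 0.000162, and adjusted p = 0.0990 with an estimated correlation). Its median was -6.33, or -5.67 with genes at 0 set to their bound, and Meis1 fell by 7.49 (SE 0.24), or fell by 8.10 without median LP 1. In the erythroid list 17 of 23 genes fell and 6 rose, and the call (adjusted p = 1.38e-22) held with an estimated correlation (adjusted p = 0.0251). Those that fell included Car2, by 7.69 (SE 0.11), and Klf1, by 7.83 (SE 0.15). The median LP libraries also held more globin RNA than HPC, with Hba-a1 at 156 ± 38.6 CPM against 26.3 ± 9.30 and Alas2, the heme enzyme of late red cell precursors, at 5.85 ± 0.979 against 1.85 ± 0.440. Megakaryocyte genes fell in 13 of 16 cases and rose in 1 (adjusted p = 7.94e-06, and adjusted p = 0.335 with an estimated correlation), with Itga2b down by 6.12 (SE 0.19) and Pf4 by 6.21 (SE 0.32). Basophil and mast cell genes fell in 13 of 17 cases and rose in 1 (adjusted p = 0.000413, and adjusted p = 0.414 with an estimated correlation), where Il1rl1 fell by 7.37 (SE 0.22). Dendritic cell and class II genes fell in 10 of 13 cases and rose in 3 (adjusted p = 0.0261, and adjusted p = 0.510 with an estimated correlation), with Flt3 down by 6.41 (SE 0.21) and H2-DMa by 2.13 (SE 0.16).

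Among the lists that were higher, primary granule genes rose in 16 of 19 cases and fell in 2, or 3 adjusted over the list alone (adjusted p = 0.000413, and adjusted p = 0.510 with an estimated correlation). Hp rose by 3.58 (SE 0.12), Ctsg by 2.25 (SE 0.09) and Ms4a3 by 1.52 (SE 0.08). The unfolded protein response again had 22 of 24 genes higher and 1 lower (adjusted p = 1.27e-06, and adjusted p = 0.303 with an estimated correlation), with Chac1 up by 4.57 (SE 0.21) and Atf5 by 2.73 (SE 0.09). Glycolysis genes rose in 22 of 29 cases and fell in 3 (adjusted p = 8.92e-05, and adjusted p = 0.414 with an estimated correlation), with Slc16a3 up by 3.25 (SE 0.11) and Slc2a3, a glucose transporter, down from 49.7 ± 2.26 to 5.57 ± 0.642 CPM. Among p53 targets 11 of 25 rose and 5 fell (adjusted p = 0.0370, and adjusted p = 0.510 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, rose by 3.09 (SE 0.09), Fas by 5.21 (SE 0.15), Trp53inp1 by 2.56 (SE 0.08) and Perp by 4.97 (SE 0.22). The p53 call ended without HPC 2 (adjusted p = 0.0501, the highest of the leave-outs, with 0.0209 as the lowest) and with limma on log2 FPKM (adjusted p 0.0625 to 0.0677). Myc and ribosome biogenesis genes fell in 26 of 30 cases, or 27 adjusted over the list alone, and rose in 2 (adjusted p = 0.0150, and adjusted p = 0.510 with an estimated correlation). Dkc1, the pseudouridine synthase dyskerin, was among the 2 and rose by 1.02 (SE 0.08).

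The remaining 20 lists were not called (adjusted p 0.0555 to 0.966). The lowest of these was that of cytosolic ribosomal proteins, with 31 of 35 genes lower and 0 higher. Oxidative phosphorylation had 21 of 31 genes lower and 2 higher, DNA replication 21 of 30 lower and 3 higher, and mitosis 15 of 30 lower and 2 higher. Of 15 B cell genes 7 were higher and 5 lower, with Igll1 up by 7.76 (SE 0.19), and the median was -0.13 beside a mean of 0.03. The T and NK cell list had 3 of 7 genes higher and 4 lower, stroma 5 of 11 higher and 6 lower, with Spp1 at 780 ± 138 CPM, and monocytes 11 of 20 higher and 6 lower. Secondary granule genes were higher in 9 of 24 cases and lower in 10, with a median of -0.20, although camera placed the list up, and the mean of the 23 genes other than Chi3l3 was 0.36. Interferon genes were higher in 14 of 29 cases and lower in 11, with a median of -0.02 and a mean of -0.08 under the same direction of test, NF-kB genes higher in 12 of 24 and lower in 4, MHC class I higher in 11 of 21 and lower in 3, and immediate early genes higher in 10 of 26 and lower in 8, with a median of 0.02 and a mean of -0.05. Fos, an immediate early transcription factor, fell by 2.86 (SE 0.29) from 249 ± 106 CPM. Of the genes named in this comparison, Cldn23, Ces2c, Dpep3, Hp and Klf1 lie on chromosome 8 and Nov on chromosome 15, whose genes had a median log2 change of 0.53 on both.

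The changes of the 2 LP groups against HPC were set beside each other. Across genes, which are not independent replicates, the log2 changes correlated at r = 0.969, with a covariance of 4.74. In 20 simulations of unchanged groups, both set against the same 3 control libraries, r was 0.492, at most 0.528, and the covariance 0.0237. In both comparisons 4222 genes were called higher and 4424 lower, where independent lists of these lengths would share 1632 and 1838, and 13 genes were called in opposite directions. The sign was the same for 92.6% of the genes against 66.7% in the simulations. The simulations hold simulated noise in shared control libraries, and their highest covariance was 0.0262 against 4.74 observed. These values argue against noise of that kind as the source of the excess. Deviations of the real HPC libraries that many genes share, such as that of HPC 3 with transcript length, may not be covered. The 3 HPC libraries are too few to be split, so a comparison with separate controls was not made.

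The comparison of median with early LP asks what changed in the leukemic progenitors between the phases, and it is also the test of the difference between the comparisons with HPC. Among genes with at least 5 CPM in the higher group, red cell transcripts were the largest increases. Beta-s (chromosome 7, 103826523 to 103827928), a beta globin, rose from 2.83 ± 0.992 to 178 ± 28.9 CPM, a log2 change of 5.97 (SE 0.43), and Hba-a1 (chromosome 11, 32283672 to 32284493), an alpha globin, from 3.76 ± 1.67 to 156 ± 38.6, a change of 5.38 (SE 0.32). Fos, Jun and Fosb, subunits of the AP-1 transcription factor, were lower, with Fos down from 141 ± 33.6 to 34.3 ± 5.36 CPM and Jun from 195 ± 42.6 to 40.2 ± 22. Of 12837 genes 190 rose and 128 fell (2.48%), and 65 and 68 of these changed at least 2-fold. The groups of 26.1% of the genes did not overlap, where chance gives 10%.

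The other globins and their companions moved in the same direction. Hba-a2 was at least 721-fold higher by its counts, but it is listed at the same position as Hba-a1, so reads of the 2 copies can be exchanged and this bound does not limit its change. Hbb-b2, whose locus is shared with another gene, rose by 5.70 (SE 0.28) and Alas2 by 4.85 (SE 0.30). Saa3 (chromosome 7, 46711998 to 46715676), an acute phase protein, rose by 2.09 (SE 0.10) to 32.8 ± 2.59 CPM. Csn2 rose by 1.97 (SE 0.23) from 23.7 ± 3.35 CPM, Gp49a, a receptor of myeloid cells, by 1.60 (SE 0.21), and Cxcl10, an interferon-induced chemokine whose locus holds 3 genes, by 1.54 (SE 0.23) to 79.3 ± 32.6 CPM. The heat shock genes Hspa1a, up by 2.06 (SE 0.31) from 11.3 ± 0.545 CPM, and Hspa1b, up by 2.04 (SE 0.35), are nearly identical in sequence, so their reads can be exchanged. Csf1, the growth factor of macrophages, rose by 1.48 (SE 0.26). On the lower side, Dusp1, a phosphatase of MAP kinases, fell by 2.67 (SE 0.37), Fosb by 2.89 (SE 0.60), Jun by 2.27 (SE 0.39) and Fos by 2.04 (SE 0.28). The histone genes Hist1h2bg, Hist1h1e and Hist1h2ao fell by 2.16 (SE 0.25), 2.12 (SE 0.25) and 2.02 (SE 0.32) on the log2 scale, and Hist1h1e shares its locus with another gene. Mmp8 and Mmp9, the collagenase and gelatinase of neutrophil granules, fell by 1.89 (SE 0.17) and 1.84 (SE 0.20), from 18.7 ± 1.56 and 28.2 ± 2.08 CPM. Car1 fell by 1.87 (SE 0.20), Osm, the cytokine oncostatin M, by 1.65 (SE 0.20) and Mamdc2 by 1.62 (SE 0.23). Without single libraries the calls of Hspa1b (early LP 1, 2 or 3, adjusted p 0.0508 to 0.0842), Csf1 (early LP 1 or 3, 0.0536 to 0.0632) and Fosb (each of the 6 LP libraries, 0.0525 to 0.0994) ended.

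**Figure D3:**
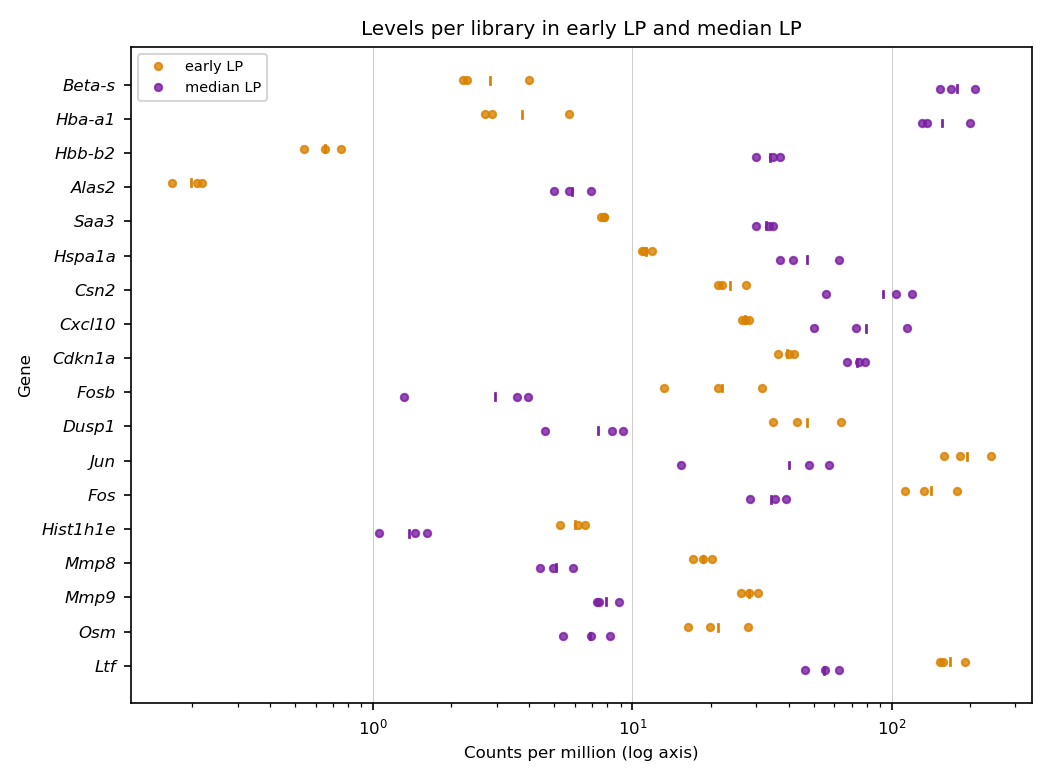
Points show the level of 18 genes in each early LP (orange) and median LP (purple) library in CPM on a log axis, with the mean of 3 libraries as a tick. Beta-s lies near 2.83 CPM in early and 178 in median LP, and Fos falls from 141 to 34.3.

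Of the 31 lists 15 were called, 8 up and 7 down, and none held with an estimated correlation (lowest adjusted p = 0.110). The erythroid list was called up (adjusted p = 1.40e-13, and adjusted p = 0.110 with an estimated correlation) on 10 of 23 members that were higher and 1 lower, or 10 and 4 adjusted over the list alone. Its median was -0.01 and its mean 1.79, and the higher members were globins and other products of late red cells such as Alas2, while Car1 fell. B cell genes were higher in 5 of 15 cases, or 7 higher and 2 lower adjusted over the list alone (adjusted p = 5.55e-05, and adjusted p = 0.110 with an estimated correlation). They were near the floor, with Pou2af1, a B cell coactivator, at 0.560 ± 0.0900 CPM against 0.0139 ± 0.0240 (ratio 37.0, 6.28 to 1496). Of the 5 genes called higher, Blnk, Fcrla and Rag1 lost their calls without early LP 1, early LP 2, median LP 1 or median LP 2. The list's direction turned on log2(FPKM + 1), with adjusted p = 0.902, and after quantile scaling, with adjusted p = 0.815, and over the alternatives its adjusted p reached 0.971. Of the dendritic genes 2 of 13 were higher, or 3 adjusted over the list alone (adjusted p = 0.0331, and adjusted p = 0.510 with an estimated correlation). Siglech, a marker of plasmacytoid dendritic cells, rose by 3.54 (SE 0.55) to 0.880 ± 0.200 CPM. That list's call ended without early LP 1 or HPC 3 (adjusted p = 0.120 and 0.0615, with 0.00972 as the lowest of the leave-outs) and on FPKM (0.704 to 0.815). Monocyte genes were higher in 2 of 20 cases, or 11 higher and 2 lower adjusted over the list alone (adjusted p = 2.67e-06, and adjusted p = 0.273 with an estimated correlation). Emr1, the macrophage antigen F4/80, rose by 0.84 (SE 0.09) to 62.3 ± 7.05 CPM.

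In the stem list 3 of 24 genes fell, also adjusted over the list alone (adjusted p = 0.00517, and adjusted p = 0.510 with an estimated correlation). Cd34 fell by 1.28 (SE 0.18) and Eng, from 1.15 ± 0.155 to 0.431 ± 0.0148 CPM, by 1.41 (SE 0.21). That list's call ended on log2(FPKM + 1), adjusted p = 0.155, and after quantile scaling, adjusted p = 0.124. Secondary granule genes fell in 7 of 24 cases and rose in 2, or 9 and 3 adjusted over the list alone (adjusted p = 9.26e-05, and adjusted p = 0.522 with an estimated correlation). Without Chi3l3, 6 of 23 fell and the list was still called (adjusted p = 0.000375, and adjusted p = 0.522 with an estimated correlation). Ltf, lactoferrin, fell by 1.62 (SE 0.18) from 168 ± 20.7 to 54.8 ± 8.17 CPM, while Il1r2 rose by 0.87 (SE 0.12). Primary granule genes fell in 2 of 19 cases, or 7 lower and 1 higher adjusted over the list alone (adjusted p = 0.00480, and adjusted p = 0.522 with an estimated correlation). The calls of these 2 genes, Srgn and Nkg7, ended without early LP 1, 2 or 3 or median LP 2 or 3. The values of Prtn3, proteinase 3, were 1347 ± 107 and 1045 ± 47.3 CPM, which missed the threshold (adjusted p = 0.0560), and the list's call ended after quantile scaling of FPKM (adjusted p = 0.550). Basophil and mast cell genes fell in 3 of 17 cases, or 7 lower and 1 higher adjusted over the list alone (adjusted p = 2.30e-05, and adjusted p = 0.273 with an estimated correlation), with Ear2, an eosinophil ribonuclease whose locus is shared, down by 0.89 (SE 0.14). Their median was -0.86, or -0.43 with genes at 0 set to their bound. Of the 3 genes called lower, Hdc and Ear1 lost their calls without early LP 2. Hdc also lost its call without early LP 1, early LP 3, median LP 2 or median LP 3.

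Cell cycle and stress lists moved by small amounts. DNA replication genes fell in 3 of 30 cases, or 9 adjusted over the list alone, with a median of -0.14 (adjusted p = 6.59e-07, and adjusted p = 0.243 with an estimated correlation). The calls of these 3 genes, Mcm7, Gins2 and Tk1, ended without early LP 2, early LP 3 or any 1 of the median LP libraries. Mitosis genes rose in 2 of 30 cases, or 4 adjusted over the list alone, with a median of 0.15 (adjusted p = 1.68e-06, and adjusted p = 0.273 with an estimated correlation). The calls of these 2 genes, Kif23 and Nusap1, ended without any 1 of the LP libraries. Of the p53 targets 3 of 25 rose, or 8 higher and 1 lower adjusted over the list alone (adjusted p = 2.30e-05, and adjusted p = 0.243 with an estimated correlation). Cdkn1a rose by 0.90 (SE 0.08) from 39.4 ± 2.82 to 73.7 ± 6.12 CPM and Trp53inp1 by 0.67 (SE 0.08). Interferon genes rose in 2 of 29 cases, or 5 adjusted over the list alone (adjusted p = 6.59e-07, and adjusted p = 0.338 with an estimated correlation), with Rsad2, the antiviral protein viperin, up by 2.54 (SE 0.37) to 1.34 ± 0.261 CPM. Glycolysis genes rose in 2 of 29 cases and fell in 1, or 6 and 1 adjusted over the list alone (adjusted p = 0.0429, and adjusted p = 0.522 with an estimated correlation). Bnip3, a mitochondrial protein induced by hypoxia, rose by 0.66 (SE 0.10), while Slc2a3 fell by 1.02 (SE 0.10). The glycolysis call ended without early LP 1, median LP 1 or HPC 2 (adjusted p = 0.231, 0.247 and 0.0651, with 0.0115 as the lowest of the leave-outs). No gene of the oxidative phosphorylation list (31 genes, median -0.13, adjusted p = 0.00293, and adjusted p = 0.680 with an estimated correlation) or of the MHC class I list (21 genes, median -0.09, adjusted p = 0.0494, and adjusted p = 0.522 with an estimated correlation) was called in edgeR. The MHC class I call ended without early LP 2, early LP 3, median LP 3, HPC 1 or HPC 2 (adjusted p 0.0559 to 0.108, with 0.0193 as the lowest of the leave-outs) and after quantile scaling (adjusted p = 0.134).

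The other 16 lists were not called (adjusted p 0.0609 to 0.985). Immediate early and heat shock genes went both ways, 4 higher and 5 lower of 26, or 9 and 6 adjusted over the list alone, with a median of 0.06 and a mean of -0.06. Of 24 NF-kB genes 2 were higher and 1 lower, or 6 and 4 adjusted over the list alone, with a median of 0.19 and a mean of -0.08. Of 24 unfolded protein response genes 1 was higher, or 2 higher and 1 lower adjusted over the list alone, with a median of -0.02 and a mean of 0.01. Of the megakaryocyte genes 1 of 16 and of the stromal genes 1 of 11 were higher. Of the T and NK cell genes 1 of 7 was lower, with a median of 0.36 and a mean of 0.05 although camera placed the list down. Of the Hox genes 1 of 14 was lower, with a median of 0.01 and a mean of -0.27. In the Myc list (median -0.0042, mean 0.03) and the ribosomal protein list no gene was called.

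The counts of median against early LP depended on single libraries. Without early LP 1, 2 or 3 the count of called genes went from 318 to 181, 105 and 128, without median LP 1, 2 or 3 to 151, 122 and 194, and without HPC 3 to 687. The genes called in all 9 fits with a library left out numbered 57 higher and 32 lower. Of the named genes, Eng (adjusted p 0.138 to 0.222), Fosb (0.0619 to 0.0755) and Csf1 (0.0526 to 0.0541) lost their calls on log2(FPKM + 1), Cxcl10 (0.0586) and Il1r2 (0.103) on log2(FPKM + 0.1). With sample weights on log2(FPKM + 1) the share of higher genes among the calls was 31.2%, against 59.7% in the main test, 47.3% with a pseudocount of 0.1, and 51.6 to 57.9% in the other fits on FPKM.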

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

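The tests of explanations for the red cell genes, the tests of Chi3l3 for reads shared with Chi3l4 and for a limit on fragments, and the look at transcript length were chosen only after the result was seen. A difference between the groups set apart 13 genes, which were called in opposite directions against HPC in early and median LP, and the 318 genes called between the LP groups, which is the test of the difference of the comparisons with HPC.

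The red cell genes formed the first pattern. In HPC, early LP and median LP, Beta-s stood at 10.3, 2.83 and 178 CPM (log2 change between the LP groups 5.97, SE 0.43), Hba-a1 at 26.3, 3.76 and 156 (5.38, SE 0.32), Hbb-b2 at 1.71, 0.649 and 33.9 (5.70, SE 0.28), Alas2 at 1.85, 0.198 and 5.85 (4.85, SE 0.30) and Hba-a2 at 3.06, 0 and 32.4 (at least 721-fold by its counts, a bound that exchange of reads with Hba-a1 at the same position would void). Of 12 genes of late red cells 9 rose between early and median LP, with a median log2 change of 3.66, but 5 of them are the genes above. Of the other 7 genes 4 rose, with a median of 2.82 (quartiles 0.18 to 2.94), which fits red cells or reticulocytes carried into the median LP libraries, so carry-over may account for the genes that rose. Erythroid progenitors or an erythroid program would raise early erythroid genes as well, but of 12 such genes 0 rose, Car1 fell, and the median was -0.36. Fewer LP in the sort with every other marrow cell type raised alike would raise basophil, mast cell and eosinophil genes, which were lower. That fall argues against it, unless LP express these genes themselves, which was not tested. The contrast with monocyte genes cannot decide it, because LP may express those genes. Of 20 monocyte genes 10 were called higher in early LP than in HPC. Among genes with at least 1 CPM in the higher LP group the median was -0.62 (quartiles -0.96 to -0.32) for 11 basophil, mast cell and eosinophil genes and 0.34 (0.05 to 0.55) for 16 monocyte genes. Over all genes of these lists it was -0.43, with genes at 0 set to their bound, and 0.38. It was -0.16 for 7 megakaryocyte genes and 0.36 for 3 T and NK cell genes of at least 1 CPM (-0.14 and 0.36 over all). For B cell and dendritic genes it was 0.83 and 0.17 over all but -0.09 and -0.20 for the 4 and 7 genes of at least 1 CPM, so those rises rest on genes near the floor. More cells of single types in the median sort were not tested and stay open. Carry-over is not shown to be the cause, because no library held red cells of a known amount.

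Chi3l3, also called Ym1, was the second pattern. It stood at 40517, 0 and 39246 CPM in early LP 1 to 3, at 0 in all 3 median LP libraries and at 699, 404 and 477 in HPC, and was called between the LP groups at an adjusted p of 0.0314. For early LP 2, reads shared with the near-identical Chi3l4 are excluded as the whole cause. The sum of both genes there was 1.41% of that in the other early libraries. Chi3l4 itself stood at 9.23, 563 and 7.08 CPM in early LP 1 to 3. In median LP 1 to 3 it stood at 351, 402 and 461 CPM, a level like that of Chi3l3 in HPC. Shared reads were not tested for the median LP libraries and stay open there. A difference between the cells of early LP 2 and those of early LP 1 and 3 that moved further genes 10-fold is excluded at this level. Apart from Chi3l3 and Chi3l4, 0 of 2366 genes with a mean of at least 100 CPM in early LP differed 10-fold between early LP 2 and both other early libraries. The largest difference of early LP 2 from both was that of Malat1, at 1.54-fold. Differences from 1 of them alone could be larger, as for Xist at 748 CPM in early LP 1 and 465 in early LP 2. A difference confined to Chi3l3 and Chi3l4 stays open. A limit on fragments per locus in the authors' quantification could leave such a gene at 0: early LP 2 would hold 1.13 M (mega) fragments of Chi3l3, beside 0.790 M as the largest count of any gene in any library, and these values cannot tell. Amd2 was also listed at 0 in HPC 1 and at 0.0440 CPM in median LP 2, beside 113 to 357 CPM in the other libraries.

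The other genes called in opposite directions are given as levels in HPC, early LP and median LP with the log2 change between the LP groups. Cd101 stood at 0.699, 1.64 and 0.360 CPM and fell by 2.17 (SE 0.32). Hist1h1e, in a shared locus, stood at 3.12, 5.98 and 1.37 and fell by 2.12 (SE 0.25). Clec2i, also in a shared locus, stood at 2.19, 1.38 and 3.24 and rose by 1.228 (SE 0.22). Fam110c stood at 1.3, 0.594 and 2.10 and rose by 1.82 (SE 0.29). Rsad2 stood at 0.585, 0.227 and 1.34 and rose by 2.54 (SE 0.37), and Siglech at 0.425, 0.0702 and 0.880 and rose by 3.54 (SE 0.55). Pou2af1 stood at 0.205, 0.0139 and 0.560 CPM, a ratio of 37.0 (6.28 to 1496) between the LP groups.

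Counts over other splits of the same 6 libraries used a fit of those libraries alone. The real split was 1 of 10 and called 9187 genes for early LP against HPC and 9228 for median LP against HPC, and no other split called any. Between the LP groups the real split called 605 genes and the highest other split 355. With 10 splits a share under 0.05 cannot be reached. That other split set early LP 1, median LP 2 and median LP 3 against the rest, the libraries of the 6 in which long transcripts were higher, and 340 of its 355 genes were higher there, with a median length of 7352 bases against 2738 for all genes tested. None of the 355 was among the 318 genes called between the LP groups.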

How the results depend on the processing

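The alternatives named here were fixed in advance, except the limma fit on log2(FPKM + 1), the length block and the lists without Chi3l3, tests chosen only after the data had been seen. The values of named genes under all alternatives were set beside the main test, as called or not called. The outcome was the same for 3369 of 3372 values in early LP against HPC and 3373 of 3378 in median LP against HPC. It was the same for 2604 of 3035 in median against early LP, and 0 called genes turned direction in any comparison. Counted by gene, 49 of 137 kept their outcome under every alternative in median against early LP. In each comparison with HPC 147 of 148 did. For gene lists the outcome, called or not, was the same for 457, 447 and 431 of 493 values. The list of B cell genes in median against early LP turned direction on log2(FPKM + 1) (adjusted p = 0.902) and after quantile scaling (0.815), and the cause was not tested. The correlation of the comparisons with HPC stayed at 0.961 to 0.971. The replicate numbers do not pair the libraries, since correlations of their deviations were -0.213 to 0.115 and 2 of 9 exceeded 0.1. As a block the replicate number gave 192 calls in median against early LP with 62 lower, and an adjusted p of 0.0641 for Xist in median LP against HPC and 0.0941 for the dendritic list in median against early LP. The main counts in median against early LP were 318, 190 higher and 128 lower. Fewer genes tested or a stricter cut gave 75 lower at 5 CPM or more, 133 calls (65 higher, 68 lower) at 2-fold and 96 (63 and 33) at an adjusted p under 0.01. At 2-fold early LP against HPC had 3828 (1999 and 1829) and median LP against HPC 3941 (2082 and 1859). The cause of the following was not tested. With the 6 libraries compared alone 605 genes were called (362 and 243), with length as a block 549 (333 and 216), with DESeq2 558 (313 and 245), with limma on log2(FPKM + 1) 176 (93 and 83), with a pseudocount of 0.1 169 (80 higher), without the trend 186 (96 higher) and with sample weights 4620 (1442 and 3178). Leaving out 1 library gave 105 to 687 calls, 66 to 391 higher and 39 to 296 lower. With an estimated correlation 1, 1 and 0 lists were called in the 3 comparisons, against 10, 11 and 15, and with fry, which does not compare with other genes, 27, 27 and 5. Depth limits genes with few fragments, given as ratios or bounds.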

Other observations

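The test for extra copies in this part was chosen only after the result was seen, and the tests for GC content and for local groups were written before. Lists not called by camera held large changes of single genes. Nt5e, the enzyme CD73, rose from 1.21 ± 0.233 CPM in HPC to 152 ± 4.74 in early LP, and Lgals9, galectin 9, fell by 2.41 (SE 0.08) on the log2 scale in early LP, in an immune checkpoint list with 11 of 19 genes higher and 5 lower. In the histone modifier list (7 of 24 higher, 13 lower) Kdm6a, a histone demethylase on the X chromosome, fell by 4.27 (SE 0.11) and Tet1, a DNA demethylase, by 5.39 (SE 0.25), while Hdac9, a histone deacetylase, rose by 3.62 (SE 0.11). In the growth factor list (12 of 28 higher, 13 lower) Epor, the erythropoietin receptor, fell by 7.0 (SE 0.19) and Il6st, the receptor subunit gp130, by 4.92 (SE 0.15), and Csf2rb, on chromosome 15, rose by 2.74 (SE 0.09). In the antioxidant list (9 of 21 higher, 9 lower) Gsr, glutathione reductase, on chromosome 8, rose by 2.68 (SE 0.09) and Srxn1, sulfiredoxin, by 2.21 (SE 0.10).

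Retinoic acid genes were higher in 5 of 17 cases and lower in 10. Aldh1a1, which makes retinoic acid, fell by 7.71 (SE 0.19) on the log2 scale in early LP, or by 8.33 without early LP 3, Tgm2, transglutaminase 2, fell by 5.24 (SE 0.31), and Rxra, a partner of retinoic acid receptors, rose by 2.74 (SE 0.10). In the BCL2 family (9 of 16 higher, 3 lower) Bcl2, which protects from cell death, fell by 2.12 (SE 0.10) and Pmaip1, which promotes it, rose by 3.26 (SE 0.23). In the adhesion list (11 of 23 higher, 11 lower, median -0.02, mean -0.32, placed up by camera) Cxcr4, a chemokine receptor that holds cells in the marrow, rose by 1.98 (SE 0.07). In median LP against HPC these 7 lists had 11 higher and 7 lower (checkpoint), 5 and 11 (histone modifier), 12 and 13 (growth factor), 9 and 8 (antioxidant, median -0.02 and mean 0.20), 6 and 8 (retinoic acid), 11 and 4 (BCL2) and 11 and 10 (adhesion, 11 and 11 adjusted over the list alone, median -0.10 and mean -0.24, placed up). In median against early LP they had 2 and 1, 0 and 0, 1 and 0 (median 0.03, mean -0.04), 1 and 0, 0 and 0, 0 and 0, and 1 and 1, or, adjusted over the list alone, 3 and 1 (checkpoint), 3 and 0 (BCL2) and 4 and 1 (adhesion).

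Genes of chromosomes 8 and 15 were higher as a whole in both LP groups. Of 570 genes on chromosome 8, 415 were called higher and 57 lower in early LP against HPC, and of 414 on chromosome 15, 299 and 52, with a median log2 change of 0.56 on both. In median LP the counts were 420 and 62, and 303 and 50, with a median of 0.53 on both. The medians of the other 18 chromosomes were -0.16 to 0.01 in early and -0.14 to 0.04 in median LP. In single libraries the median lay at 0.51 to 0.56 on chromosome 8 and 0.53 to 0.56 on chromosome 15 in the 6 LP libraries. The observed medians exceeded those of all 10000 lists of other genes of the same size and level, whose highest was 0.0906. On log2(FPKM + 1) with and without quantile scaling, both added for this result after the data were seen, the medians were 0.411 to 0.488.

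Extra copies of both chromosomes in the LP would raise their genes by the log2 of 1.5, or 0.585, with 3 copies in every cell. The lowest of the 4 differences from the other chromosomes was 0.584, which fits, so extra copies may account for the pattern, although the DNA was not measured and this test followed the result. GC content, length or level of the genes do not account for it, since the lowest difference was 0.608 after correction for all 3. A few local groups of genes are excluded too, because 100% of the 13 windows of 20 Mb on the 2 chromosomes had a median over 0.25, against 2 and 4 of 120 windows elsewhere.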
